A study of Homo sapiens with 4 samples. Its data were reported in "Dependency of human and murine LKB1-inactivated lung cancer on aberrant CRTC-CREB activation" (2021).

How the data were processed

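Total RNA from A549 cells was labelled with biotin and hybridised to Affymetrix GeneChip Human Transcriptome Arrays. The cells had been transduced with retroviruses encoding dnCRTC or GFP. The submitters' processing notes name RMA and Affymetrix Expression Console, and their versions are not given in the sources used here. RMA corrects background, quantile-normalizes the arrays and summarises the probes of each transcript cluster. The log2 values deposited by the authors were used as they stand, 1 column for each of the 4 arrays, with no further normalization. Column medians lay between 5.31 and 5.38 and no column was centred on 0. Between 233 and 257 clusters per array lay above 16, the log2 limit of a 16-bit scanner, so the deposited scale is not the plain scanner scale and folds are sizes on the deposited scale. Because the values were quantile-normalized before deposit, a change shared by all transcripts would not be seen.

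Groups and replicate numbers came from the sample titles, with 2 GFP and 2 dnCRTC arrays. The platform annotation paired 23781 of the 67528 transcript clusters with 1 gene symbol and 1543 with several, while 42204 had none. Of the single-symbol clusters 21497 were matched to RefSeq genes (GRCh38.p14) by gene identifier and 2280 by symbol or synonym, and 4 kept the platform's symbol. In all, 306 symbols were updated. RefSeq was used for names and for which genes neighbour each other. The genome build of the array is not given in the sources used here, so no coordinates are printed. No gene was named from a cluster with several symbols. Where a gene had several clusters, the one with the highest mean over the 4 arrays stood for it.

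Differences between dnCRTC and GFP were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, default prior, two-sided) over all 67528 clusters, with Benjamini-Hochberg adjustment. The prior had 3.13 degrees of freedom beside 2 residual degrees of freedom. Clusters were called at an adjusted p below 0.05 and at least 2-fold, the cut-offs that the study states beside its counts. Its methods print a larger FDR value, and which of these its counts used is not known here. Errors are the SD over 2 arrays or the moderated SE of the difference. As the replicates came from separate cultures of 1 cell line, the p-values measure the spread between such cultures. Gene lists were tested with camera at a preset correlation of 0.01, again with the correlation estimated per list, and with fry. The 28 lists held 848 entries, of which 754 were measured by a single-symbol cluster. The result of 1 list is not reported here; it stayed in the adjustment and in the counts of lists. The test with an estimated correlation has only 2 residual degrees of freedom, and no list passed it. A list that did not pass it is therefore not shown to be unshifted. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for names and plots.

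The test, the lists, the alternatives and the rule for named genes were fixed before the data were examined, after the study text and the start of its gene table had been read. The rule took, among single-symbol clusters with an adjusted p below 0.05, a change of at least 2-fold and both dnCRTC arrays beyond both GFP arrays, the 15 largest falls and the 15 largest rises, leaving out small RNAs and loci without a curated name. It added 13 genes taken from the study, CRTC1, CRTC2, CRTC3, CREB1, ATF1 and STK11, and up to 4 genes per list by adjusted p. ATF1 had no cluster with a single symbol and was not analysed here.

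The fit was tested on simulated data in which 200 of 67528 clusters were changed in 10 runs. Recovery was counted at an adjusted p below 0.05 with the right sign, without the 2-fold criterion. At a log2 change of 1 it recovered 26% of changed clusters, at 1.5 it recovered 76.6%, at 2 it recovered 89.8% and at 4 it recovered 99.2%. Of the clusters passing at adjusted p alone, 5.51% were false, so these shares do not hold for calls that also need a 2-fold change. A shift of 0.3 in 1 list was recovered in 10 of 10 runs, and 2.59% of unchanged lists had a p below 0.05. The simulated genes varied independently, whereas the estimated correlation of the DNA replication list was 0.489 in the real data. The list simulation therefore does not give the rate of false passes for lists whose genes vary together. Alternatives were centring on array medians, a second quantile normalization, 2 filters on dim clusters, a variance trend with robust estimation, an ordinary test, a replicate block, leaving out each array, and, for lists, the mean of all clusters of a gene. A search of promoters for CRE motifs had been planned and was not run, because no genome sequence was used here. RNA-seq was not analysed here.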

Results

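The transcriptome of A549 cells, a human lung carcinoma line without functional LKB1 (encoded by STK11), was compared between cells carrying a dominant negative CRTC mutant and cells carrying GFP. CRTC proteins are co-activators of the transcription factor CREB. The mutant, dnCRTC, joins residues 1 to 55 of CRTC1, the part that binds CREB, to a nuclear localization signal and GFP, and was delivered by retrovirus. RNA from 2 GFP cultures and 2 dnCRTC cultures, described as independently cultured biological replicates, was hybridised to 4 Human Transcriptome Arrays. Each array gave a log2 value for 67528 transcript clusters, of which 23781 carried 1 gene symbol and stood for 22411 genes. The number of arrays limits the precision of every value below. The comparison asks which transcripts differ when CRTC co-activation is blocked in these cells. The study took RNA at a single time after infection, so direct and secondary changes cannot be told apart.

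Replicate arrays resembled each other more than arrays of the other group. Pearson's r across transcript clusters, which are not independent replicates, was 0.996 within the GFP pair and within the dnCRTC pair, and 0.991 to 0.992 between groups. The replicate SD over all clusters was 0.163 in GFP and 0.16 in dnCRTC on the log2 scale, and the SD of the difference between group means was 0.278. The GFP pair shared 4 identical values and the dnCRTC pair 2, so no array was a copy of another.

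More transcript clusters were lower than higher in dnCRTC at a change of at least 2-fold. At an adjusted p below 0.05 (limma, Benjamini-Hochberg, two-sided) and a change of at least 2-fold, 276 transcript clusters were lower and 167 were higher in dnCRTC than in GFP. Counted as 1 cluster per named gene, 123 genes fell, led by INSL4, CPS1 and NR4A2, and 93 genes rose, led by MMP7 and CCL2. Protein-coding genes made up 109 of the falls and 91 of the rises, and named lncRNA genes 6 of the falls and 1 of the rises. Of the called clusters, 130 of those that were lower and 71 of those that were higher carried no gene symbol. Without the fold criterion 1000 clusters passed, 594 lower and 406 higher, but among protein-coding genes 235 were lower and 237 higher. In all 443 called clusters both dnCRTC arrays lay on the same side of both GFP arrays, which held for 48.6% of all clusters against 33.3% by chance. The call criteria favour such separation, so it is not further evidence for the called clusters. In limma 0 clusters passed without GFP replicate 1 (10443 at an unadjusted p below 0.05) or without GFP replicate 2 (9496 unadjusted), where 1 residual and 2.55 prior degrees of freedom were left, and 0 passed in an ordinary test without moderation (8681 unadjusted). These counts of 0 do not bear on the size of the changes.

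**Figure D1:**
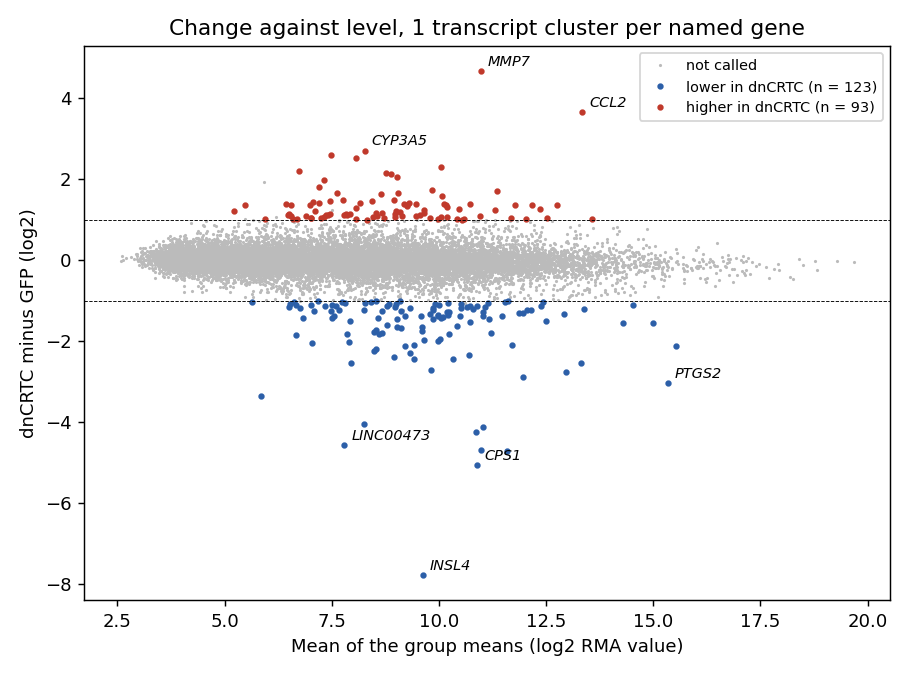
Difference between the dnCRTC and GFP group means (log2, vertical axis) against the mean of the group means (log2 RMA value, horizontal axis) for 22411 genes, each point being 1 transcript cluster. Blue points are the 123 genes called lower and red points the 93 called higher, dashed lines mark a 2-fold change, and INSL4 lies lowest at -7.77.

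The CRTC1 transcript cluster did not pass the test. It stood at 6.50 in GFP and 6.63 in dnCRTC, a difference of 0.13 ± 0.12 (SE, n = 2 per group) on the log2 scale with an adjusted p of 0.645. Because the cluster averages probes over the whole gene, most of it outside the construct, this value does not check the labels. CRTC2 (-0.02, adjusted p = 0.952), CRTC3 (0.23, adjusted p = 0.269), CREB1 (-0.38, adjusted p = 0.193) and STK11 (0.11, adjusted p = 0.582) did not pass either.

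All 13 genes taken from the study before the data were examined fell at an adjusted p below 0.05, 12 of them by at least 2-fold, and all 13 also passed when adjusted over the list alone. Not all of them are named as lowered in its text: PDK4 is described there as regulated by dnCRTC, and TM4SF20 appears among the primers. The study drew on the same samples, so their direction is not independent evidence. INSL4, an insulin-like peptide gene known from placenta, had the largest fall, from 13.51 ± 0.11 to 5.73 ± 0.52 (SD, n = 2), a 219-fold difference with an adjusted p of 0.00258. CPS1, which encodes the mitochondrial carbamoyl phosphate synthetase of the urea cycle, was 33.5-fold lower. The 3 NR4A orphan nuclear receptor genes, immediate early targets of cAMP, were 26.4-fold (NR4A2), 18.8-fold (NR4A1) and 16.5-fold (NR4A3) lower. PDK4, a kinase that inhibits pyruvate dehydrogenase, was 25.9-fold lower, the long noncoding RNA LINC00473 was 23.6-fold lower and TM4SF20 was 17.3-fold lower. PTGS2, which encodes the prostaglandin synthase COX-2, was 8.2-fold lower, and SIK1, a kinase that restrains CRTCs when LKB1 activates it, was 7.33-fold lower. The study considers the fall of SIK1 unlikely to matter for function, because this kinase is impaired without LKB1. The cAMP phosphodiesterase genes PDE4B and PDE4D were 4.02-fold and 3.98-fold lower. ID1, an inhibitor of basic helix-loop-helix factors, was 1.72-fold lower with an adjusted p of 0.0318, and stood at 0.0513 when the values were quantile-normalized again (0.002998 to 0.0513 over the alternatives with all 4 arrays). In dnCRTC, INSL4 and LINC00473 stood at 5.73 and 5.51, near the middle of all clusters on the arrays (58.1% and 53.6% of clusters at or below them). Detection calls were not used here, so whether these values stood above background is not known. The folds of INSL4 and LINC00473 are therefore not exact sizes. Without GFP replicate 1 or GFP replicate 2, 0 of the 13 genes passed in limma, as 0 clusters did, and all 13 had an unadjusted p below 0.05. Their median log2 change was then -4.12 and -4.11, against -4.11 with all 4 arrays.

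**Figure D2:**
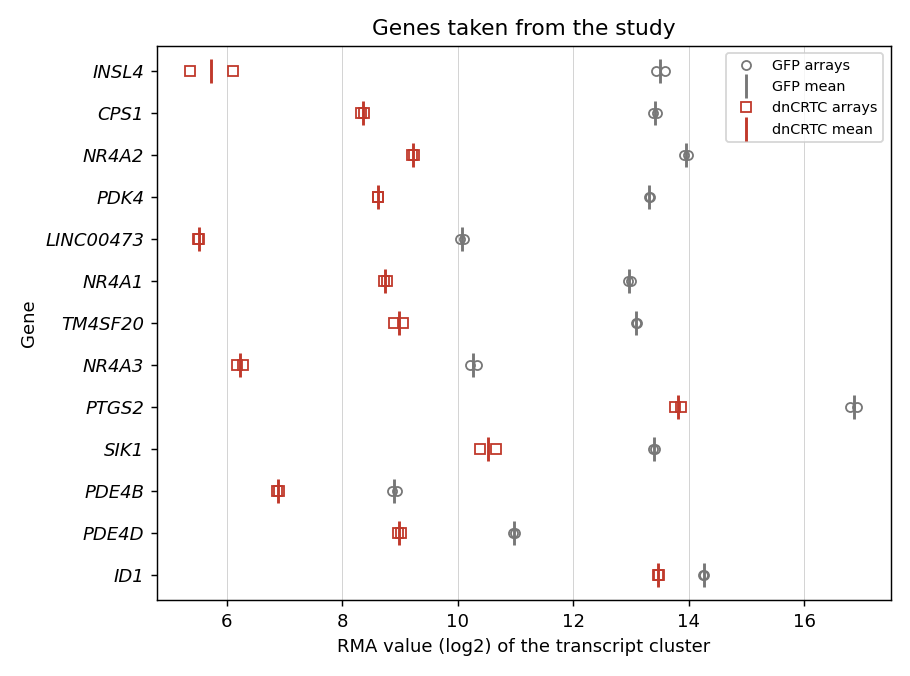
RMA values (log2, horizontal axis) of the 13 genes taken from the study in each GFP array (circles) and each dnCRTC array (squares), with group means as vertical ticks. In every gene both dnCRTC arrays lie below both GFP arrays, and the gap is widest for INSL4 (13.51 against 5.73) and narrowest for ID1 (14.26 against 13.47).

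Beyond those genes, the 15 largest falls included CPS1-IT1, PEG10, AVPI1, CTH and PLA2G4A. CPS1-IT1, a transcript annotated within CPS1, went from 7.53 in GFP to 4.17 in dnCRTC, where only 12.6% of clusters stood at or below it, so no fold is given. PEG10, an imprinted gene derived from a retrotransposon, was 6.82-fold lower, AVPI1 was 6.52-fold lower, and CTH, which encodes the cystathionine gamma-lyase of cysteine synthesis, was 5.84-fold lower. PLA2G4A, the cytosolic phospholipase that releases arachidonic acid for COX-2, was 5.80-fold lower (14.58 ± 0.012 in GFP and 12.04 ± 0.016 in dnCRTC, SD, n = 2).

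Among the genes that rose, MMP7, which encodes matrilysin, had the largest change, from 8.64 ± 0.13 to 13.31 ± 0.04 (SD, n = 2), or 25.5-fold. The monocyte chemoattractant gene CCL2 rose 12.6-fold, from 11.52 to 15.17. CYP3A5, a drug-metabolising cytochrome P450, rose 6.52-fold, ANKRD1 6.03-fold, the peptidylarginine deiminase PADI3 5.74-fold and ALDH1A3, an enzyme of retinoic acid synthesis, 4.95-fold. The cystatin gene CST1 rose 4.14-fold and CST4 went from 5.63 in GFP, where 56% of clusters stood at or below it, to 7.82, and the urokinase gene PLAU rose 4.48-fold. EMP1 rose 4.38-fold, CD70, a ligand of the tumour necrosis factor family, 3.97-fold, NAV3 3.52-fold, TNFAIP3 and TNFAIP2, genes induced by tumour necrosis factor, 3.30-fold each, and the epithelial transcription factor gene GRHL3 3.18-fold. The adjusted p of these 15 genes ranged from 0.000852 (MMP7) to 0.02 (CD70).

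**Figure D3:**
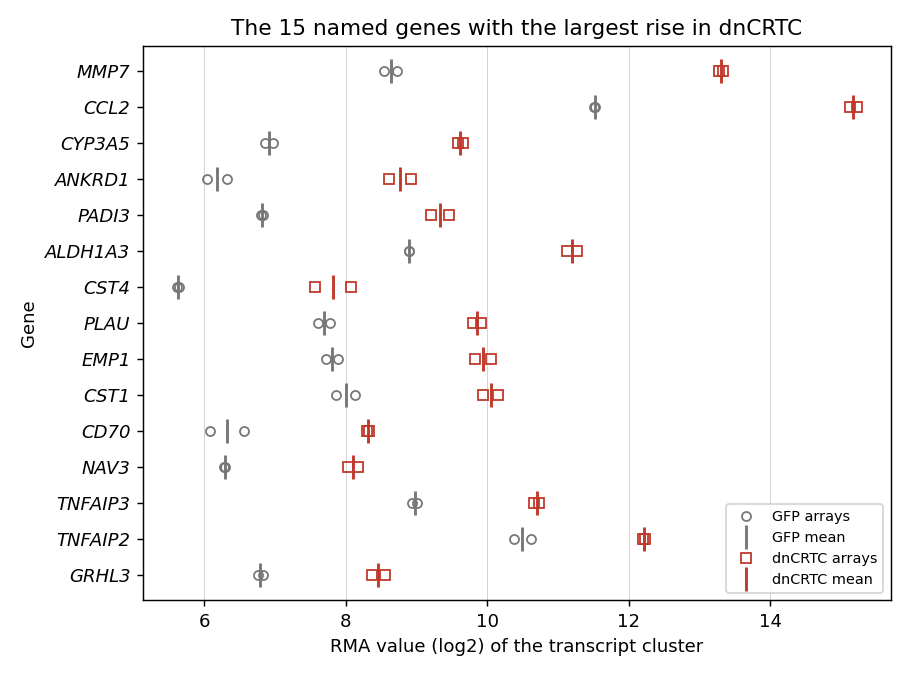
RMA values (log2, horizontal axis) of the 15 named genes with the largest rise, in each GFP array (circles) and each dnCRTC array (squares), with group means as vertical ticks. In every gene both dnCRTC arrays lie above both GFP arrays, from MMP7 (8.64 against 13.31) to GRHL3 (6.79 against 8.46).

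Canonical cAMP and CREB target genes were lower as a group. Of 34 measured, 13 fell and 1 rose (18 and 4 adjusted over the list alone), and the list passed camera with an adjusted p of 1.38e-09. With an estimated correlation the adjusted p was 0.379. The list shares 8 genes with those taken from the study, and the largest falls were the 3 NR4A genes and PTGS2. All 8 shared genes fell, so most of the 13 falls are not independent of the study. The list was not tested without them. The gene that rose, ICAM1, an adhesion molecule also induced by NF-kB, was chosen for mention after its values were seen. Among 22 phosphodiesterase genes 5 fell and 0 rose (7 fell and 1 rose adjusted over the list alone), including PDE7B (4.31-fold) and PDE3A (4.29-fold) beside PDE4B and PDE4D. The latter 2 were taken from the study, so their falls are not independent of it. The list had a camera adjusted p of 0.00325, and an adjusted p of 0.379 with an estimated correlation. Its median was -0.07, with 13 genes below 0 and 9 above, and 0.015 without GFP replicate 1. The shift thus rests on few genes. In the list of pathway components SIK1 fell and PRKAA2, a catalytic subunit of AMPK, rose 1.61-fold (adjusted p = 0.04997, 0.05204 when each array was centred on its median, and 0.0123 to 0.05788 over the alternatives with all 4 arrays), while the other 35 did not pass (2 rose and 2 fell adjusted over the list alone; camera adjusted p = 0.635).

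Lists of cell division genes shifted downward in dnCRTC by small amounts. Of 45 DNA replication genes 6 fell and 0 rose (33 and 0 adjusted over the list alone), with a list median of -0.37, and EXO1 (2.66-fold), CDC6 (2.20-fold) and MCM10 (2.07-fold) had the smallest adjusted p. Of 43 mitosis genes 7 fell and 0 rose (28 and 0 adjusted over the list alone), also with a median of -0.37, including ECT2 (1.78-fold) and NUSAP1 (1.82-fold), whose call ended when the values were quantile-normalized again (adjusted p = 0.055, and 0.002998 to 0.055 over the alternatives with all 4 arrays). Both lists passed camera (adjusted p = 1.47e-18 and 5.08e-19), and each had an adjusted p of 0.379 with an estimated correlation. The study had reported negative enrichment of a gene set of RB loss and E2F1 with dnCRTC. The fall of the DNA replication list is therefore not independent of the study. Of 12 replication histone genes measured, out of 27 listed, 0 passed singly in limma (2 fell adjusted over the list alone, and 6 fell and 1 rose at an unadjusted p below 0.05); the list's camera adjusted p was 0.00202, and 0.379 with an estimated correlation. p53 target genes were higher: 6 of 26 rose and 0 fell (19 and 0 adjusted over the list alone), with a median of 0.42, including TP53INP1 (2.64-fold), PLK2 (2.02-fold) and GADD45A (2.01-fold). The camera adjusted p was 7.3e-13, and the adjusted p with an estimated correlation was 0.379.

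The list of inflammatory genes, many of them targets of NF-kB, shifted upward. Of 23 measured, 9 rose and 0 fell (17 and 0 adjusted over the list alone), with a median of 0.64 and a camera adjusted p of 7.3e-13. With an estimated correlation the adjusted p was 0.204. CCL2, TNFAIP3, TNFAIP2 and CXCL1 (2.98-fold), a neutrophil chemoattractant, had the smallest adjusted p. Of 31 interferon-stimulated genes 3 rose and 1 fell (10 and 1 adjusted over the list alone), with a median of 0.19 (camera adjusted p = 3.04e-05; adjusted p = 0.379 with an estimated correlation). The median was 0.34 over clusters above the median level, 0.46 over clusters with a mean of at least 6 and 0.12 without dnCRTC replicate 2. The RNA sensor genes IFIH1 and RIGI rose 2.08-fold and 1.81-fold and IFI6 rose 1.94-fold, while OAS1, an antiviral synthetase, was 1.61-fold lower. The calls of IFI6 (adjusted p = 0.05145) and OAS1 (0.05432) ended when the values were quantile-normalized again, and that of OAS1 also with the replicate block (0.06165). Over the alternatives with all 4 arrays their adjusted p ran from 0.007141 to 0.05145 and from 0.01082 to 0.06165. Markers of other cell types moved beside these genes: of 24 measured, 3 rose and 0 fell (6 and 1 adjusted over the list alone), namely CD14 (5.43 in GFP and 6.46 in dnCRTC), LYZ (2.02-fold) and CD68 (1.98-fold), which are known from monocytes and macrophages. In GFP 51.9% of clusters stood at or below CD14, so no fold is given for it. The call of LYZ ended when the values were quantile-normalized again (adjusted p = 0.05945, and 0.01222 to 0.05945 over the alternatives with all 4 arrays). That list had a median of 0.05 and a camera adjusted p of 0.0221, which was 0.521 with an estimated correlation, 0.121 when the values were quantile-normalized again, 0.0521 over clusters above the median level and 0.1997 without GFP replicate 2. Its median was 0.55 over clusters with a mean of at least 6, 0.088 without dnCRTC replicate 1, 0.032 without dnCRTC replicate 2 and 0.027 without GFP replicate 2.

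Lists of stress responses and of cholesterol synthesis passed camera in the downward direction. Of 20 cholesterol synthesis genes 4 fell and 0 rose (9 and 0 adjusted over the list alone), among them IDI1 (2.62-fold) and CYP51A1 (2.48-fold); the camera adjusted p was 7.16e-09, and 0.379 with an estimated correlation. Of 25 genes of the endoplasmic reticulum unfolded protein response 1 fell, the transcription factor gene XBP1 (2.73-fold), and 24 did not pass (4 fell adjusted over the list alone), with a median of -0.16 and a camera adjusted p of 5.68e-06. The adjusted p was 0.534 with an estimated correlation. Of 34 ATF4 and amino acid response genes 2 fell, CTH and DDIT4 (3.10-fold), and 0 rose (6 fell and 2 rose adjusted over the list alone); the camera adjusted p was 0.0141, and 0.534 with an estimated correlation. It was 0.0828 without GFP replicate 2 and 0.0527 when the values were quantile-normalized again. Of 31 NRF2 targets CYP4F11 fell (1.95-fold) and ALDH3A1 rose (2.63-fold), 11 fell and 2 rose adjusted over the list alone, and the median was -0.24 with a camera adjusted p of 4.25e-05 (-0.13 and 0.0168 when the values were quantile-normalized again). The adjusted p was 0.379 with an estimated correlation. The call of CYP4F11 ended when the values were quantile-normalized again (adjusted p = 0.05965, and 0.01118 to 0.05965 over the alternatives with all 4 arrays). The study had reported negative enrichment of genes regulated by NFE2L2 (NRF2) with dnCRTC, so the fall of the NRF2 list is not independent of it.

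The list of epithelial-mesenchymal genes passed camera in the upward direction, with members going both ways. The list pools epithelial genes such as CDH1 with mesenchymal genes such as VIM, so its direction does not show a shift towards either state. Of 28 epithelial-mesenchymal genes 3 rose, the extracellular matrix genes TGFBI (1.75-fold) and FN1 (1.76-fold) and the growth factor gene TGFB2 (1.93-fold), and 1 fell, LTBP1 (3.49-fold), with 4 and 1 adjusted over the list alone; the camera adjusted p was 0.00459, and 0.379 with an estimated correlation. Without dnCRTC replicate 1 it was 0.0667.

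**Figure D4:**
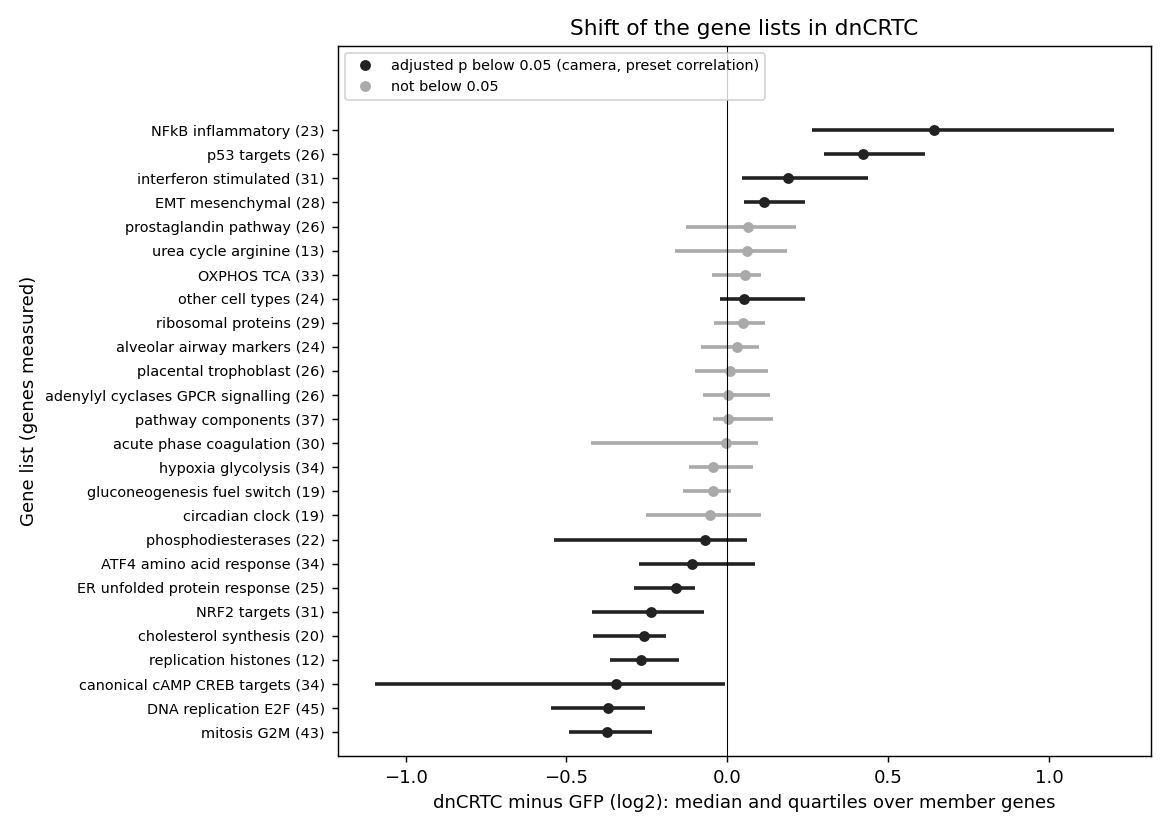
Median (points) and quartiles (lines) of the difference between dnCRTC and GFP (log2, horizontal axis) over the measured members of 26 gene lists, with the number measured in parentheses. Dark lists passed camera with a preset correlation, and medians run from -0.37 for the mitosis and DNA replication lists to 0.64 for the inflammatory list; none passed with an estimated correlation.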

Values the study reported

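The study reported 274 genes regulated by dnCRTC in A549 cells at an absolute fold change of at least 2.0 and an FDR p below 0.05, of which 160 were downregulated and 114 were upregulated. Its methods give the FDR threshold as 0.5. For ID1 it reported a fold change of −1.72 in dnCRTC-expressing against control cells.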

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

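All alternatives here were planned except the crossed pairing of replicates, which was chosen after seeing the data. The counts of lower, higher and any-fold clusters (276, 167 and 1000) stayed within 1.5 times under median-centring, a second quantile normalization and the replicate block (313, 194 and 1011). The any-fold count rose to 2725 over clusters above the median level, to 3578 over clusters with a mean of at least 6 and to 2676 with a variance trend and robust estimation. The filters tested fewer clusters. Counted once per named gene, with adjustment over named genes, 126 were lower and 94 higher, which follows from counting fewer features. The ordinary test without moderation gave 0 lower, 0 higher and 0 at any fold (8681 at an unadjusted p below 0.05). Leaving out 1 array gave 0 to 341 lower, 0 to 227 higher and 0 to 811 at any fold, and 0 to 12 of the 13 genes taken from the study. The limma counts of 0 came without either GFP array (10443 and 9496 clusters at an unadjusted p below 0.05, lowest adjusted p 0.0708), where the prior had 2.55 degrees of freedom against 6.25 without a dnCRTC array. In these fits the lone array is assumed to vary like the other group. Of 216 called genes, 209 and 203 were still called without dnCRTC replicate 1 and 2, and all 216 with the replicate block. The titles do not pair the arrays by number, and with the numbers crossed as a block 28 clusters were lower, 10 higher and 38 changed at any fold. The CRTC1 transcript cluster passed in none of the settings run (0.00208 to 0.258 on the log2 scale), and CRTC2 changed sign with a second quantile normalization (0.0254) and among the left-out arrays (-0.0759 to 0.0417). Of the other single named genes, a second quantile normalization ended 10 calls (ID1, BMAL2, PCNA, NUSAP1, CCNA2, CYP4F11, IFI6, OAS1, LYZ and NDUFV1, adjusted p 0.05095 to 0.06436) and added 3, the replicate block ended 6 (PRKAA2, BMAL2, CCNA2, OAS1, IDH3B and NDUFV1, 0.05459 to 0.07181) and added 2, centring ended 1 (PRKAA2) and added 2, trend and robust estimation added 19, the 2 dim filters added 19 and 25, and leaving out GFP replicate 1 or 2 ended 88 each, dnCRTC replicate 1 ended 17 and dnCRTC replicate 2 ended 19.

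With an estimated correlation 0 of 28 lists passed (2 at an unadjusted p below 0.05), against 16 with the preset one and 22 with fry. The adjusted p was then 0.204 for the list taken from the study and the inflammatory list, 0.379 for the canonical CREB, phosphodiesterase, DNA replication, mitosis, histone, NRF2, cholesterol, p53, interferon and epithelial-mesenchymal lists, 0.521 for other cell types and 0.534 for ATF4 and unfolded protein. The list taken from the study did not pass although all 13 genes fell, so a non-pass in this test does not argue against a shift. The estimated correlation of the inflammatory list was -0.0188, below the preset 0.01. Correlation between its genes therefore does not account for its non-pass. Single lists otherwise moved as follows, in camera's adjusted p. A second quantile normalization gave 0.0527 for ATF4, 0.121 for other cell types, 0.000716 for ribosomal proteins and 0.0333 for oxidative phosphorylation, and changed the direction of alveolar markers (0.819) and hypoxia (0.677). Acute phase genes passed with centring (0.0247), a second quantile normalization (0.0275), clusters above the median (0.0205), a mean of at least 6 (0.0252), trend and robust estimation (0.0476) and the replicate block (0.00496). Other cell types missed the threshold above the median level (0.0521), alveolar markers changed direction at a mean of at least 6 (0.813), as did oxidative phosphorylation with the replicate block (0.964). Over the left-out arrays the adjusted p ran from 0.00175 to 0.829 for placental genes, 0.252 to 0.970 for oxidative phosphorylation, 0.0441 to 0.966 for the urea cycle, 0.00155 to 0.0828 for ATF4, 6.27e-06 to 0.311 for acute phase genes, 0.311 to 0.935 for alveolar markers, 0.00687 to 0.1997 for other cell types, 0.305 to 0.970 for pathway components, 0.366 to 0.966 for prostaglandins, 0.0202 to 0.3995 for fuel switching and 0.00812 to 0.0667 for epithelial-mesenchymal genes. The cause was not tested for any of these moves. The 2 planned variants of the promoter search were not run. Signal over background was not used here, so it is not known which dim clusters are limited by it.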

Other observations

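The tests in this part of interferon-stimulated genes and of level-matched random lists were chosen after the results they bear on had been seen, as were the added checks of the pseudogene and neighbour results; the others were set before their results were seen, though CPS1-IT1 beside CPS1 and PTP4A1P7 beside PTP4A1 had been noticed.

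Several lists not described above held single genes with large changes. Of 30 acute phase and coagulation genes 7 fell and 1 rose (9 and 3 adjusted over the list alone; camera adjusted p = 0.0561, and 0.0345, 0.000807 and 6.27e-06 without GFP replicate 2, dnCRTC replicate 1 and dnCRTC replicate 2). The fibrinogen chain genes FGA and FGB were 5.02-fold and 5.45-fold lower, FGL1 was 2.82-fold lower and SLPI, a protease inhibitor of airway secretions, was 4.76-fold lower, while SERPINA3, named after its values were seen, rose by 1.64 on the log2 scale. Of 26 placental genes 3 fell, INSL4, PEG10 and PAPPA (3.37-fold), and TFPI2 rose 2.39-fold (3 and 1 adjusted over the list alone; camera adjusted p = 0.657, and 0.0197 and 0.00175 without dnCRTC replicate 1 and 2). In the hypoxia and glycolysis list, of 34 genes, 3 fell (4 fell and 3 rose adjusted over the list alone), the hypoxia-inducible factor gene EPAS1 (3.92-fold), the oxygen sensor gene EGLN1 (2.35-fold) and the glucose transporter gene SLC2A3 (2.30-fold), with a camera adjusted p of 0.27. Among 33 genes of oxidative phosphorylation and the citric acid cycle 3 fell and 1 rose (3 and 1 adjusted over the list alone; camera adjusted p = 0.672), with OGDH, a subunit of the oxoglutarate dehydrogenase complex, 3.53-fold lower, PDHA1 and NDUFV1 1.88-fold and 1.54-fold lower and IDH3B 1.59-fold higher. The call of NDUFV1 ended with a second quantile normalization (adjusted p = 0.06436) and the replicate block (0.07181), and that of IDH3B with the replicate block (0.06341). Over the alternatives with all 4 arrays they ran from 0.01096 to 0.07181 and from 0.009596 to 0.06341.

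In the prostaglandin list PTGS2 and PLA2G4A fell and the other 24 did not pass (2 fell and 2 rose adjusted over the list alone; camera adjusted p = 0.765). CPS1 was the 1 of 13 urea cycle genes to pass (2 fell and 2 rose adjusted over the list alone; camera adjusted p = 0.916, and 0.0441 without dnCRTC replicate 2). PDK4 and PPARGC1A (1.75-fold) fell among 19 genes of fuel switching (2 fell and 2 rose adjusted over the list alone; camera adjusted p = 0.195, and 0.0202 and 0.0267 without dnCRTC replicate 1 and 2). Of 19 clock genes NFIL3 (2.18-fold) and NPAS2 (1.77-fold) fell and BMAL2 rose 1.55-fold (4 fell and 2 rose adjusted over the list alone; camera adjusted p = 0.22). The call of BMAL2 ended with a second quantile normalization (adjusted p = 0.05095) and the replicate block (0.07139), and ran from 0.01096 to 0.07139 over the alternatives with all 4 arrays. RGS17 rose 2.21-fold among 26 cyclase and G protein genes (2 rose and 0 fell adjusted over the list alone, 5 and 2 at an unadjusted p below 0.05, camera adjusted p = 0.635), MUC5B was 1.96-fold lower among 24 alveolar and airway markers (1 fell and 2 rose adjusted over the list alone, camera adjusted p = 0.80), and 0 of 29 ribosomal protein genes passed in limma, also 0 adjusted over the list alone (2 rose at an unadjusted p below 0.05, camera adjusted p = 0.269). In 6 lists the median, the mean and the direction of camera differed in sign: pathway components, prostaglandins, urea cycle, alveolar markers, placental genes and oxidative phosphorylation.

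The inflammatory list shifted upward in camera with the preset correlation, with 9 of 23 genes rising. It did not pass with an estimated one (adjusted p = 0.204), a test that no list passed. Monocyte or macrophage RNA in the cultures was tested with 30 markers listed for the purpose, 4 of which another list holds and 5 of which stood at 6 or more in GFP. Without CD14, CD68 and LYZ, whose rise prompted the test, their median change was 0.101 (95% bootstrap interval over genes 0.0107 to 0.163). That is far under the rise of about 1 in those genes. Single markers went both ways: TYROBP changed by -0.16 to 5.90, FCER1G by -0.37 to 5.40 and CD74 by 0.10 to 6.09. ITGAM changed by 0.42 to 5.35, ITGAX by 0.43 to 5.96 and S100A9 by 0.31 to 6.28. The markers as a set did not rise like those genes, but as few stood at 6 or more in GFP, a small amount of such RNA is not excluded. Of the 30 markers 4 rose, CD14, CD68, LYZ and CTSS. A stronger antiviral interferon response stays open. The interferon-stimulated list passed camera upward with the preset correlation but not with an estimated one (adjusted p = 0.379), with a median of 0.19 (interval 0.0754 to 0.325), which lies just under the interval of the inflammatory list (0.335 to 0.746). With the 2 dim filters its median was 0.34 and 0.46, inside that interval (0.66 and 0.72 for the inflammatory list), and without dnCRTC replicate 2 it was 0.12. The lower bound of the latter falls at a step between single genes, and an interval from 10000 random draws overlapped in some draws and not in others, so the exact bootstrap distribution was used in its place after this was seen. Of the 31 interferon-stimulated genes 27 lay above 0, and 3 rose and 1 fell (10 and 1 adjusted over the list alone). A biological effect of dnCRTC on these genes, the difference the groups were made to show, also stays open and was not tested separately.

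The DNA replication and mitosis lists shifted downward in camera with the preset correlation, with 6 of 45 and 7 of 43 genes falling. They did not pass with an estimated one (adjusted p = 0.379), a test that no list passed. A fall of bright transcript clusters in general was tested by drawing 10000 random lists matched on mean level. The median of the 88 genes of both lists, -0.372, lay at percentile 0 of them, and the lowest matched median was -0.152. The level of these genes thus does not account for the shift. An effect of dnCRTC on cell division, the biological side of the comparison, was not tested here, and cell numbers were not analysed here. The study itself reported fewer viable A549 cells and fewer colonies with dnCRTC, and fewer Ki-67-positive cells in xenograft tumours. Whether that growth inhibition is linked to the fall of these lists stays open. From the transcriptomes of dnCRTC and GFP cells the study also reported negative enrichment scores for several gene sets. Among them were sets regulated by RB loss or E2F1 and by NFE2L2 (NRF2). The falls of the DNA replication and NRF2 lists are thus not independent of the study.

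Some changed clusters lay beside or copied changed genes. Of 194 called clusters with no symbol and a chromosomal number, 7 lay within 2 cluster numbers of a called gene of the same direction, against 0 to 5 in 1000 shuffles; cluster numbers follow the genome, since 96.1% of consecutive named pairs started within 1 Mb of each other in RefSeq. Such clusters may read the neighbouring transcript again, but this leaves most unnamed calls without that explanation. Over 486 pairs of pseudogene and parent, the log2 changes correlated with an r of 0.318 across pairs (shuffles -0.222 to 0.184). Without the most changed pair r was 0.261. The pairs are not independent, as some share a parent. Pseudogene clusters may read their parent's transcript, as PTP4A1P7 (-2.09) and PTP4A1 (-1.55) could. Of 6 pseudogenes with a called parent 4 had the parent's sign and 1 passed. BASP1P1 (0.29) and CHP1P2 (0.19) went against BASP1 (-1.235) and CHP1 (-1.11). Beside HMGB3 (-1.65), HMGB3P1, HMGB3P22 and HMGB3P30 changed by only -0.08, -0.14 and -0.27. The nearest measured genes that did not overlap a lowered gene had a median of -0.0743 (237 genes; random draws -0.0437 to 0.0557), and -0.0535 without the 14 that were themselves lowered, at percentile 0 of level-matched lists in both cases, which suggests a small fall shared by neighbouring genes, as a hypothesis.

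The number of lower transcript clusters here was 276. That is higher than the count of lowered genes quoted from the study above. The number of called clusters in both directions was 443. That is also higher than the total quoted from the study above. Clusters are not genes. Counted as 1 cluster per named gene, 123 were lower and 93 higher, 216 in all, and these counts are lower than those quoted above. The study prints 1 FDR threshold beside its counts and another in its methods. For its analysis it refers to earlier papers, so its test and its way of counting genes are not known here. The counts would therefore not have to match even at the same cut-offs, and the cause of the difference was not tested.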
